A study of Saccharomyces cerevisiae with 39 samples.

How the data were processed

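Transcript levels were measured by poly(A)-selected, strand-specific, paired-end RNA sequencing of 39 libraries from diploid Saccharomyces cerevisiae, 3 libraries from each of 13 strains. Per the labels' protocols, cells were moved to sporulation medium and 50 µM copper sulphate was added 3 h later. The time of collection is not stated in the labels. The growth protocol speaks of an arrest in early meiosis and the library protocol of degron strains. The genotypes list neither an arrest allele nor a degron.

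The authors deposited 1 table with a column per library. Below 46 lines of headings and library annotations it holds whole-number counts for 6186 features, and each column was tested to hold whole numbers of at least 0 there. The annotation lines share the same columns and include the authors' principal-component scores per library, so a column as a whole is not a plain count column. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not stated in the labels or the file headers. The authors' principal-component columns were not used here, and components were recomputed from the counts. Features were named by matching their IDs to the locus tags of NCBI RefSeq for assembly R64: 5630 of 6186 matched, 43 others have an ID starting with Unit, and 513 were left under their own ID. No coordinates are given because the build behind the counts is not stated, and for the same reason GC content and gene length were not tested.

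Libraries were grouped by strain and replicate number from the sample titles. One strain's titles name the W5A and W18A substitutions with 2 deletions, while its genotype names the deletions alone. It was grouped by its titles.

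A quasi-likelihood test on the counts had been planned. The columns mix counts with annotation values and were not treated as plain count columns, although the feature rows are whole numbers, so the test was changed to limma (version 3.58.1, R version 4.3.3) on log2 counts per 1000000 (CPM), a choice made after the data were examined. Features were kept if they reached the rate equal to 10 counts in the median library in at least 3 libraries, with at least 15 counts in total, which left 5840 features, called genes here. Library sizes were scaled by trimmed mean of M-values (TMM), written for this work. A prior count of 2, scaled to library size, was added before the logarithm, so fold changes of low genes are understated. All 39 libraries entered 1 fit with a coefficient per strain and a variance trend, and p-values were adjusted by the Benjamini-Hochberg method over the genes of each comparison. A gene was called at an adjusted p-value under 0.05. Fold changes are given as log2 values with the model's standard error.

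The replicate numbers come from the titles and are shared by all 13 strains. A second fit took the replicate number as a block. Deviations of libraries from their strain means had a mean correlation of 0.286 between strains for the same number and -0.139 for different numbers.

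Retained repression was computed for a set of genes lower in the CUP1_WT strain than in the W177A strain, in a limma fit of those 6 libraries alone. For each library the mean log2 CPM of the set was placed on a scale from 0% (mean of the pho92_null strain) to 100% (mean of CUP1_WT). Strains were compared by exact two-sided permutation tests of 3 libraries against 3, which cannot give a p-value below 0.1. A permutation test with 100000 resamples within replicate number compared 11 strains at once, leaving out CUP1_WT and W177A, which chose the set.

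Genes were named by a rule fixed before the data were examined, as were the grouping, the comparisons and most of the other settings tried. PHO92 came first. Other genes needed an adjusted p-value under 0.05, a mean of at least 50 counts in the higher strain and 1 direction in all 3 same-numbered pairs. The 5 with the greatest rise and the 5 with the greatest fall were chosen for CUP1_WT against pho92_null, and 3 and 3 for WT against pho92_null and for W177A against CUP1_WT. Of these, 1 is not reported here.

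The alternatives were median-of-ratios (RLE) size factors, no low-count filter, fits of only the strains compared, the replicate block, leaving out each library in turn, another choice of the gene set, and a prior count of 0.5. Limma-voom weights, and the prior count of 0.5 for the counts of genes, were added after the data were examined.

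The code was tested on simulated counts with 200 changed genes. Of these, 44% were recovered at a 1.5-fold change, 98% at 2-fold and 100% at 4-fold, with 6, 7 and 9 false calls among 5802, 5800 and 5796 genes tested. The simulation gave all genes 1 dispersion (0.0225), had no effect of replicate number and changed no genes of low count. Its rates may therefore not hold for genes of greater spread or for libraries that deviate together. Library totals ran from 15928411 to 37186964 counts with a median of 20694394, and replicate libraries differed by more than counting error (chi-square per degree of freedom of at least 12.8), so the spread between replicates sets the precision. Figures were drawn with matplotlib (version 3.10.9).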

Results

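The study followed the transcriptome of diploid budding yeast in sporulation medium after copper addition. PHO92 encodes a YTH-domain protein that binds N6-methyladenosine (m6A) in mRNA, and the question named in the series title is which parts of its intrinsically disordered region are needed for m6A-dependent mRNA turnover. The strains were the wild type (WT), a strain without PHO92 (pho92_null), and 11 strains without the endogenous gene that carried an HA-tagged copy under the copper-induced CUP1 promoter. That copy was unchanged (CUP1_WT), or carried a tryptophan-to-alanine substitution (W177A, W5A, W18A, or W5A and W18A together), or lacked residues 1 to 70 (del1_70), 28 to 52 (del28_52), 110 to 155 (del110_155) or both 28 to 52 and 130 to 155 (del28_52_130_155). In addition, 1 strain joined W5A and W18A with the deletion of 28 to 52 (W5A_W18A_del28_52). The titles of the last strain add the deletion of 110 to 155 (W5A_W18A_del28_52_110_155), but its genotype lists the deletions without the substitutions, so whether it carries them is not settled by the labels.

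Each of the 13 strains had 3 libraries. Totals lay between 15928411 and 25347723 counts in all libraries but del28_52_130_155 replicate 1, which had 37186964. The 10 most abundant features took 8.50% to 11.0% of the counts of a library. TMM factors lay between 0.865 and 1.13. All 39 pairs of libraries within a strain differed by more than sampling noise (chi-square per degree of freedom 12.8 to 565), so no library was counted as a duplicate. The first principal component held 54.9% of the variance and the second 15.4%, and replicate 3 lay at one end of its strain on the first component in 10 of the 13 strains.

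PHO92 (YDR374C) was examined first in each library. The pho92_null libraries held 20, 45 and 2 PHO92 counts, or 1.15 ± 1.17 counts per 1000000 (CPM; SD, n = 3). WT had 869 ± 40.4 CPM (SD, n = 3) and CUP1_WT 9590 ± 2608 CPM (SD, n = 3), 11.0 times the WT mean. PHO92 was thus higher in CUP1_WT than in pho92_null by a log2 of 13.59 (SE 0.44, limma adjusted p = 5.64e-20) and higher than in WT by 3.38 (SE 0.44, adjusted p = 2.58e-05). Under the replicate block both log2 values stayed at 13.59 and 3.38, with adjusted p of 4.03e-19 and 2.04e-05. The W5A strain had 15870 ± 489 CPM and the W5A_W18A strain 16401 ± 2002 CPM (SD, n = 3 each), above every CUP1_WT library, whose highest value was 12318 CPM. The W5A_W18A_del28_52_110_155 strain had the lowest mean of the CUP1-driven strains, 5193 ± 452 CPM (SD, n = 3). Deleted codons can give no reads and no correction for length was made, so strains with deletions may be counted low. The level of PHO92 went against no label, but it cannot show which variant a library carried.

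**Figure D1:**
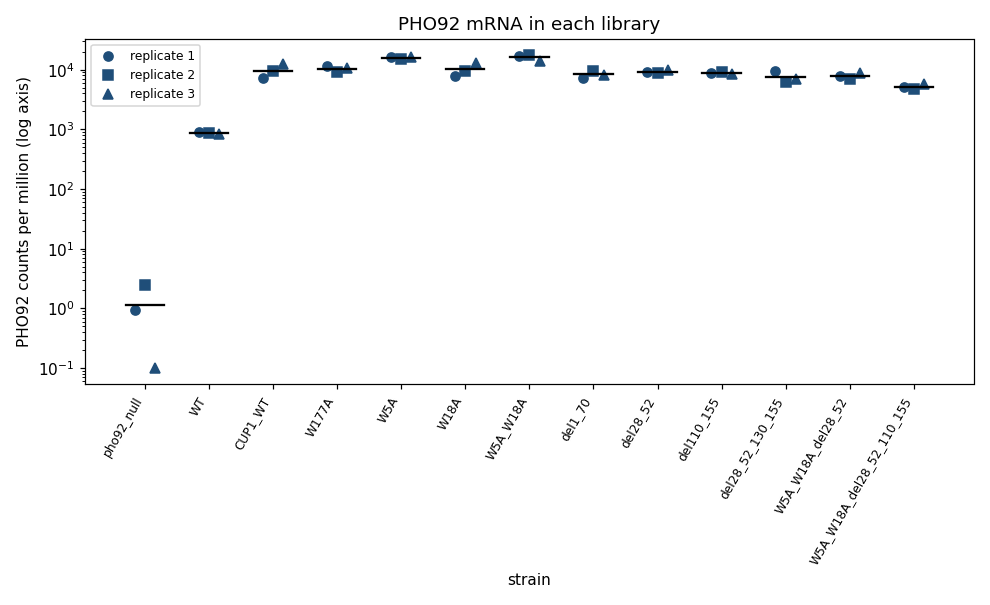
PHO92 level in each library, in counts per 1000000 on a log axis, by strain along the horizontal axis, with a marker shape per replicate number and a line at the mean of each strain. The 3 pho92_null libraries lie at 2.42 or lower, the WT libraries between 831 and 911, and the CUP1-driven libraries at 4808 or higher.

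The effect of PHO92 itself was assessed by comparing WT and CUP1_WT with pho92_null. Counts against pho92_null include PHO92 itself, which differs by construction. In WT, 1939 genes were called, 867 higher and 1072 lower, of which 601 changed at least 2-fold. In CUP1_WT, 2332 genes were called, 1119 higher and 1213 lower, of which 691 changed at least 2-fold. Without PHO92 itself, 1587 genes were called in both comparisons and all 1587 had the same direction. The pho92_null libraries are common to both comparisons, which favours agreement. With the replicate number as a block the calls rose to 2524 for WT and 2854 for CUP1_WT, where same-numbered libraries deviated together with a mean correlation of 0.286. Fitting only the 6 libraries compared moved the counts most, to 427 and 940.

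The genes with the greatest rise in CUP1_WT over pho92_null were SRD1 (YCR018C), YPR078C, SPR2 (YOR214C), SMK1 (YPR054W) and GAT4 (YIR013C). Their log2 values lay between 4.24 and 4.94, with standard errors of 1.15 to 1.66 and adjusted p-values of at most 0.0385. SMK1 rose from 54.6 ± 60.7 to 630 ± 386 CPM (SD, n = 3 each), a log2 of 4.24 (SE 1.15, limma adjusted p = 0.00506). Levels fell steeply from replicate 1 to 3 within a strain: SPR2 had 3232, 1369 and 407 CPM in CUP1_WT and 266, 121 and 8.20 CPM in pho92_null. With the replicate block (mean correlation of same-numbered deviations 0.286), the adjusted p of SPR2 went from 0.0233 to 6.96e-05. SRD1 and GAT4 lost their call under limma-voom weights, with adjusted p of 0.111 and 0.152. In the fit of the 6 libraries alone SRD1, YPR078C, SPR2 and GAT4 lost it, with adjusted p of 0.0742, 0.0564, 0.0647 and 0.0753. Among the greatest falls were those of BIO5 (YNR056C), FAT3 (YKL187C), a feature listed as Unit1923 and MET17 (YLR303W), with log2 values from -2.86 to -2.37 and adjusted p-values of at most 0.0117. Without pho92_null replicate 2, MET17 lost its call (log2 -1.63, limma adjusted p = 0.111). It also lost it without CUP1_WT replicate 2 (limma adjusted p = 0.0572). BIO5 kept its call without pho92_null replicate 2, at a log2 of -2.01. FAT3 had 494, 590 and 1029 CPM in pho92_null and at most 117 CPM in CUP1_WT, a log2 of -2.65 (SE 0.37, adjusted p = 3.45e-06, with the block 1.9e-09).

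In WT against pho92_null, SRD1, YPR078C and SPR2 again had the greatest rise, with log2 values of 4.72, 4.39 and 4.20, standard errors of 1.46 to 1.66 and limma adjusted p of 0.0302, 0.0228 and 0.0324. ACS2 (YLR153C), MET17 and RPS22A (YJL190C) had the greatest fall. ACS2 went from 1138 ± 334 to 236 ± 73.6 CPM (SD, n = 3 each), a log2 of -2.12 (SE 0.23, adjusted p = 3.36e-07, with the replicate block 1.12e-07). MET17 had a log2 of -2.50 (SE 0.73, adjusted p = 0.0116) and RPS22A of -2.09 (SE 0.64, adjusted p = 0.0157). In the fit of these 6 libraries alone all of these but ACS2 lost their call, with adjusted p from 0.052 for MET17 to 0.088 for SRD1, and under limma-voom weights SRD1 lost it (adjusted p = 0.141). The RPS22A and MET17 falls leaned on pho92_null replicate 2, where RPS22A had 58.6 CPM against 10.7 and 14.1 in replicates 1 and 3. Without that library their log2 values were -1.33 and -1.77 (limma adjusted p = 0.158 and 0.108). Both also lost their call without WT replicate 2 (limma adjusted p = 0.0763 and 0.0511). The RPS22A value is also uncertain because it has a near-identical copy with which reads could be shared, and how such reads were counted is not stated.

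Whether the induced copy differed from the endogenous gene in its effect was assessed by CUP1_WT against WT. Here 97 genes were called, 66 higher and 31 lower, and 10 of them changed at least 2-fold. PHO92 itself, which differs by construction, is among them, and 96 genes remain without it. The block gave 198 genes (mean correlation of same-numbered deviations 0.286), and the 6 libraries fitted alone gave 2, among them PHO92 itself.

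The W177A strain was compared with CUP1_WT and with pho92_null. Against CUP1_WT, 1197 genes were called, 786 higher and 411 lower. Against pho92_null, 282 genes were called, 83 higher and 199 lower. Under the replicate block these became 1907 (1029 higher, 878 lower) and 705 (330 higher, 375 lower), and 0.286 was the mean correlation of same-numbered deviations. Fitted with only their own 6 libraries, the strains gave 619 genes against CUP1_WT and 1 gene, PHO92 itself, against pho92_null, with 1120 other genes at an unadjusted p under 0.05. The 619 were 475 higher and 144 lower, and RLE size factors gave 650 higher and 505 lower against CUP1_WT. Without CUP1_WT replicate 3 that balance turned over to 731 higher and 823 lower. All other fits that left out 1 library kept more higher than lower genes. The greatest rises against CUP1_WT were in VPS73 (YGL104C), MCD1 (YDL003W) and TIP1 (YBR067C). VPS73 went from 59.0 ± 23.8 to 269 ± 33.2 CPM (SD, n = 3 each), a log2 of 2.25 (SE 0.28, limma adjusted p = 1.27e-06). MCD1 rose by a log2 of 2.08 (SE 0.16, adjusted p = 5.42e-10) and TIP1 by 2.00 (SE 0.20, adjusted p = 4.72e-08). The greatest falls were in a feature listed as Unit10378, YNR014W and MLO1 (YMR252C), with log2 values of -3.28 (SE 1.01), -2.34 (SE 0.79) and -1.91 (SE 0.52) and adjusted p of 0.0216, 0.0361 and 0.00847. All 6 kept their call under the block, the largest adjusted p being 0.00724, for YNR014W. In the fit of these 6 libraries alone Unit10378 and YNR014W lost it, with adjusted p of 0.124 and 0.0809.

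The W5A and W18A substitutions, near the N terminus, were compared with CUP1_WT alone and together. W5A differed in 2277 genes, 1218 higher and 1059 lower, and 761 of these changed at least 2-fold. W18A differed in 0 genes, with 13 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0714. The W5A_W18A strain differed in 1936 genes, 975 higher and 961 lower. In both W5A and W5A_W18A 1780 genes were called, all 1780 in the same direction. Both comparisons use the same CUP1_WT libraries, which favours agreement, and the agreement due to this alone was not computed. Against pho92_null, W5A differed in 851 genes, W18A in 2241 and W5A_W18A in 614. With the replicate block (mean correlation of same-numbered deviations 0.286), the counts against CUP1_WT were 2767 for W5A, 2 for W18A and 2542 for W5A_W18A, and against pho92_null 1277, 2744 and 1007. The test of whether W5A_W18A departed from the sum of its parts called 0 genes, with 8 at an unadjusted p under 0.05, and 0 under the block, with 15 at an unadjusted p under 0.05.

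The deletions were compared in the same way. Against CUP1_WT, 541 genes were called for del1_70 (390 higher, 151 lower), 1127 for del28_52 (644 higher, 483 lower), 2676 for del110_155 (1302 higher, 1374 lower) and 1263 for del28_52_130_155 (727 higher, 536 lower). Against pho92_null the counts were 620, 263, 12 and 200 in that order. Under the replicate block, where same-numbered deviations had a mean correlation of 0.286, the counts against CUP1_WT became 875, 1949, 3068 and 2041, and those against pho92_null 1457, 811, 134 and 570. The higher and lower genes against CUP1_WT under the block were 577 and 298 for del1_70, 947 and 1002 for del28_52, 1482 and 1586 for del110_155, and 1022 and 1019 for del28_52_130_155, so the balance of del28_52 turned over. The block also changed the balance against pho92_null: del1_70 went from 221 higher and 399 lower to 742 and 715, del28_52 from 58 and 205 to 335 and 476, del110_155 from 9 and 3 to 55 and 79, and del28_52_130_155 from 46 and 154 to 204 and 366. With only the 6 libraries compared, each of the 4 deletions gave 1 gene against pho92_null, which was PHO92 itself. Other genes at an unadjusted p under 0.05 numbered 1246, 1628, 120 and 1084 in the same order. In such a fit del1_70 gave 0 genes against CUP1_WT, with 914 at an unadjusted p under 0.05. W177A and del28_52 shared 856 calls against CUP1_WT, and all 856 had the same direction. For del110_155 and W5A, 1502 of 1513 shared calls against CUP1_WT did. The CUP1_WT libraries are common to both sides of each pair, which favours agreement.

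The strains that joined substitutions and deletions came last. W5A_W18A_del28_52 differed from CUP1_WT in 674 genes, 475 higher and 199 lower, and from pho92_null in 54. W5A_W18A_del28_52_110_155 differed from CUP1_WT in 757 genes, 496 higher and 261 lower, and from pho92_null in 685. The block raised these to 1231, 506, 1104 and 1642 in that order (mean correlation of same-numbered deviations 0.286). Against pho92_null, the block changed higher and lower genes from 12 and 42 to 343 and 163 for W5A_W18A_del28_52, and from 252 and 433 to 837 and 805 for the other strain. Against pho92_null the fits of 6 libraries gave 1 gene for each strain, PHO92 itself, with 801 and 1183 other genes at an unadjusted p under 0.05. The test of whether W5A_W18A_del28_52 departed from the sum of W5A_W18A and del28_52 called 733 genes, 518 above the sum and 215 below it, and 1399 under the block. Leaving out 1 library moved the 733 to between 25 and 1277, and the 1399 to between 986 and 1598. Fitting only the 4 strains of this test gave 1071 genes, 581 above and 490 below.

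**Figure D2:**
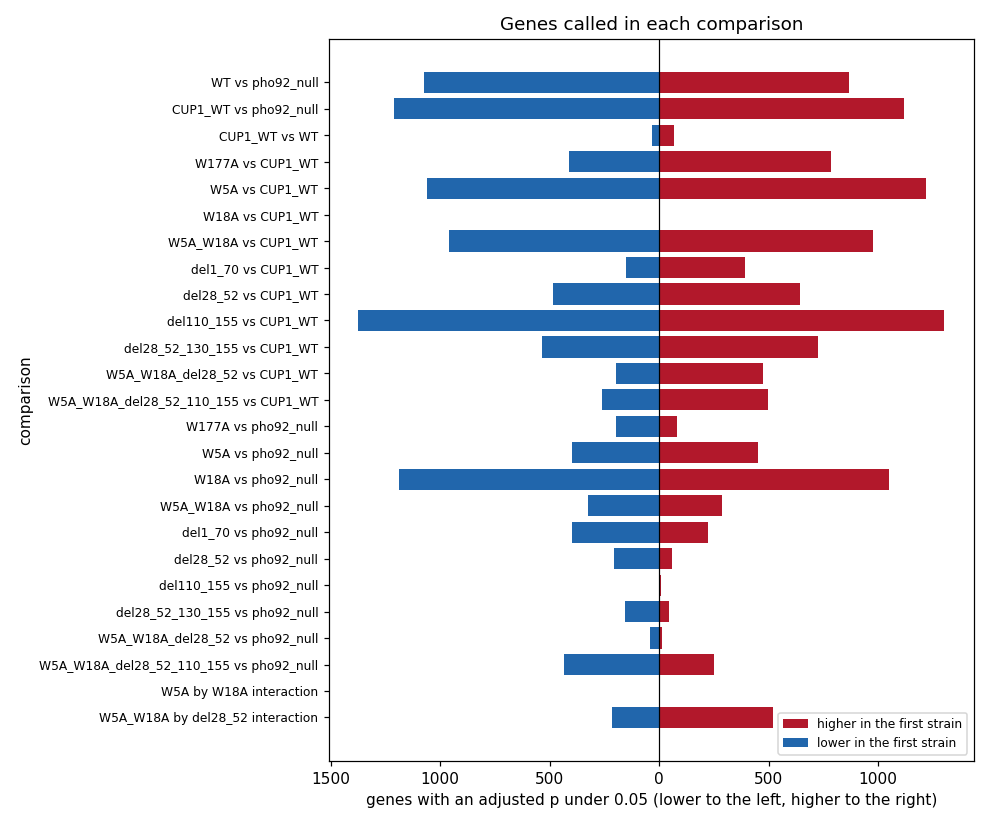
Genes with a limma adjusted p under 0.05 in each of the 25 comparisons, as bars to the right for genes higher in the first strain named (or above the sum of the parts) and to the left for genes lower. The longest pair of bars is del110_155 against CUP1_WT, with 1302 higher and 1374 lower, and W18A against CUP1_WT has 0.

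Retained repression asked how much of the lowering of a set of transcripts, those lower in CUP1_WT than in W177A, each variant kept. Neither m6A nor mRNA turnover was measured here, so the set may include indirect effects. The set held 475 genes, and its mean log2 level was 0.78 lower in CUP1_WT than in pho92_null. On the scale from pho92_null (0% ± 6.31) to CUP1_WT (100% ± 11.6; SD, n = 3 each), WT retained 72.8% ± 10.9, W18A 92.4% ± 20.4, W5A 63.9% ± 9.49 and W5A_W18A 57.6% ± 4.10 (SD, n = 3 each). With this set the deletion strains retained less: 26.3% ± 11.4 in del1_70, 12.7% ± 0.873 in del28_52, 1.61% ± 2.26 in del28_52_130_155 and -5.41% ± 4.81 in del110_155 (SD, n = 3 each). W177A, which helped choose the set, stood at -8.27% ± 6.16, W5A_W18A_del28_52 at 26.2% ± 3.05 and W5A_W18A_del28_52_110_155 at 11.0% ± 15.3 (SD, n = 3 each).

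In exact two-sided permutation tests against CUP1_WT, 10 of the 11 strains reached the smallest p-value that 3 against 3 libraries allow, 0.1 (0.11 after Benjamini-Hochberg adjustment over 11 comparisons), and W18A had p = 0.7. The CUP1_WT libraries helped choose the set, so these tests are not independent of that choice, and the result for W177A was fixed by it. Against pho92_null, 7 of the 11 reached 0.1 (0.157 adjusted) by the same exact test. The exact p-values of the others were those of W177A (p = 0.3), del110_155 (p = 0.2), del28_52_130_155 (p = 0.9) and W5A_W18A_del28_52_110_155 (p = 0.4). No single comparison of 3 against 3 could pass 0.05. The spread among 11 strains was larger than in every one of 100000 permutations within replicate number (permutation p = 1e-05, the smallest they can give). With same-numbered pho92_null and CUP1_WT libraries as references, in place of the replicate block, WT retained 72.8% ± 0.916, W5A 64.0% ± 6.85 and del28_52 13.0% ± 6.89 (SD, n = 3 each), where the mean correlation of same-numbered deviations was 0.286. W177A lay below the same-numbered pho92_null library in all 3 pairs (-6.44%, -9.96% and -8.51%), as did del110_155 (-2.84%, -12.8% and -0.361%), and W5A_W18A_del28_52_110_155 lay above it in all 3 (23.9%, 1.20% and 7.00%). The choice of the set moved 9 of the 11 strains by at least 1 SD, but not WT (75.8%) or W18A (95.2%). With the 471 genes lower in CUP1_WT than in pho92_null, 274 of them shared with the first set, W177A retained 28.8%, del28_52 39.2%, W5A 40.7%, W5A_W18A 43.5% and del1_70 49.9%, so the order of del1_70 and the W5A strains was reversed.

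**Figure D3:**
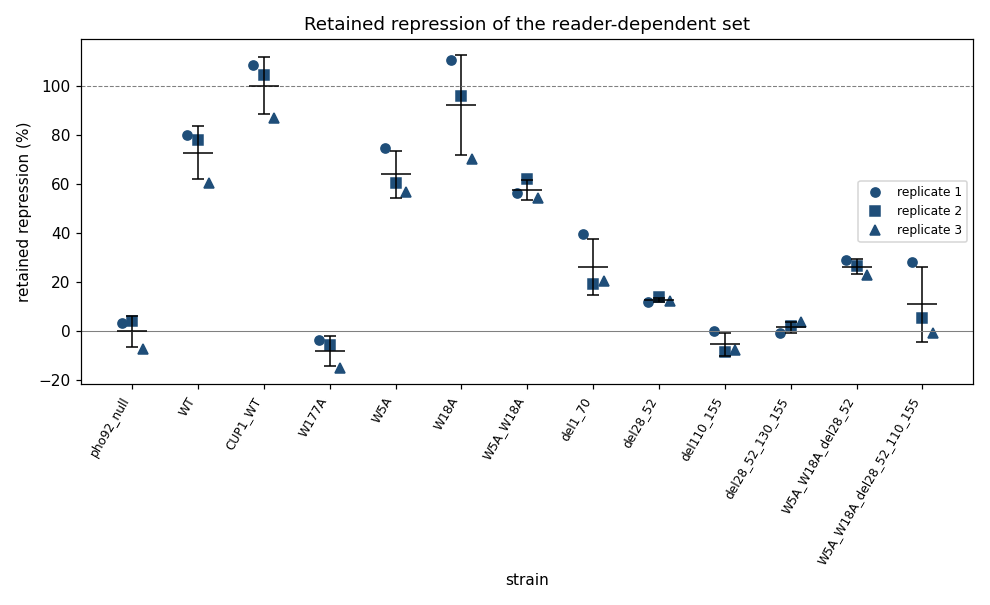
Retained repression in percent for each library by strain, with a marker shape per replicate number and bars for the mean and SD of 3 libraries, on a scale where the pho92_null mean is 0 (solid line) and the CUP1_WT mean is 100 (dashed line). W5A and W5A_W18A lie between 54.4 and 74.7, and del28_52 lies between 12.0 and 13.7.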

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

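The fits with RLE size factors, with only the strains compared, with the replicate block and without 1 library, and the count of rearranged libraries without the block, were set beforehand. The other tests in this part, and every combination of a test with the block, were chosen after the departure from additivity had been seen.

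The effects of W5A_W18A and of del28_52, each against CUP1_WT, did not add up to the effect of W5A_W18A_del28_52. A direct test of this difference between genetic backgrounds called 733 genes, 518 above the sum and 215 below. A fit of only the 12 libraries of these strains called 1071, 581 above and 490 below, so the excess of genes above the sum was smaller there. With replicate number as a block, the 39 libraries gave 1399 genes, 913 above and 486 below. Of 100 arrangements of the 12 libraries within replicate number, the real one included, 4 gave as many genes, and the most from any other arrangement was 1476. With the block, 3 of 100 did, the real one included, with at most 1891 genes from another. Rearranging the labels also turns the effects of single parts into apparent departures, which raises their counts. It also mixes strains within a group and so raises the estimated spread, which lowers them. Whether this comparison is strict is therefore not settled.

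Technical explanations were weighed first. RLE size factors gave 710 genes, thinning every library to the smallest total gave 694, and leaving out the 10 most abundant genes gave 736. With the block the same changes gave 1436, 1384 and 1429, so the choice of TMM or RLE, depth and a few abundant genes do not account for the count. TMM and RLE both take most genes as unchanged, so a shift of most genes was not tested. Without the block the count depended on single libraries: it fell to 25 without CUP1_WT replicate 1, to 46 without CUP1_WT replicate 2 and to 75 without del28_52 replicate 3, and rose to 1277 without CUP1_WT replicate 3. The excess above the sum was gone in the lowest of these fits. They had 8 above and 17 below, 22 and 24, and 33 and 42, in that order. All other fits that left out 1 library kept more genes above than below. With the block the 12 fits that each left out 1 library gave 986 to 1598 genes, none under 2/3 of 1399, so no single library accounts for the blocked count. A mislabelled library cannot be excluded, since all 12 libraries had PHO92 above every pho92_null library but the gene's level does not show which variant is present. GC content, gene length and reads shared between paralogs were not tested.

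A candidate explanation is that the libraries differed in how far they had moved into the middle phase of meiosis. The growth protocol speaks of an arrest in early meiosis that the genotypes do not list. What such a difference would mean in these cells is therefore uncertain. With the mean level of 21 middle-meiosis genes as a covariate, the count fell from 733 to 214, and with the block from 1399 to 1. The covariate may itself be part of the effect of the variants, so this does not separate timing from effect. A limit at the level of the deletion was also tested. Over 1938 genes called in WT against pho92_null, the summed effects of the parts had a slope of 1.54 on the difference between pho92_null and WT, as a limit would allow. The combination had a slope of 0.43, below the slopes of W5A_W18A (1.05) and del28_52 (0.49) alone, whereas a limit would keep it at or above the greater of these. The combination thus lay nearer to CUP1_WT on this scale than W5A_W18A did. On the scale of retained repression the combination lay farther from CUP1_WT, at 26.2% against 57.6% in W5A_W18A. The del1_70 strain, which lacks all the residues changed in the combination, stood at 26.3% ± 11.4 (SD, n = 3). The pattern cannot be told apart from differences in progression or from a mislabelled strain.

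Regrouping the libraries was also tried for the other comparisons. In the 22 comparisons of 3 libraries against 3 with any gene called, only 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes. A share under 0.05 is out of reach with 4 splits. Regrouping also mixes strains within a group and raises the estimated spread, which favours the real split. The other 6 splits of each comparison put same-numbered libraries together, and gave as many genes in 2 of the 22: del110_155 against pho92_null (up to 1008 genes against 12) and W5A_W18A_del28_52 against pho92_null (up to 142 against 54). In these 2 comparisons, without the block, some groupings that put same-numbered libraries together thus gave as many genes as the strains did. Whether replicate number or a single library was the source was not tested. With replicate number in the model, these comparisons called 134 and 506 genes, and no splits were counted for that fit. Regrouping says nothing where 0 genes were called, since any grouping gives as many. This holds for W18A against CUP1_WT (13 genes at an unadjusted p under 0.05; 4 of 4 splits) and for the departure of W5A_W18A from the sum of W5A and W18A (8 at an unadjusted p under 0.05; 100 of 100 arrangements).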

How the results depend on the processing

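RLE size factors, no low-count filter, a prior count of 0.5 and limma-voom weights each left all 25 counts of genes within 1.5 times their values; the last pair were chosen after the data were examined. The replicate block moved 17 of the 25 counts by more, and each of the 17 rose. Against CUP1_WT the block gave 1907 for W177A, 2 for W18A, 875 for del1_70, 1949 for del28_52, 2041 for del28_52_130_155 and 1231 for W5A_W18A_del28_52 genes. Against pho92_null it gave 705 for W177A, 1277 for W5A, 1007 for W5A_W18A, 1457 for del1_70, 811 for del28_52, 134 for del110_155, 570 for del28_52_130_155, 506 for W5A_W18A_del28_52 and 1642 for W5A_W18A_del28_52_110_155 genes. It also gave 198 for CUP1_WT against WT and 1399 for the departure of W5A_W18A_del28_52 from the sum of its parts. The cause was not tested beyond the pairing of replicate numbers. Without the block, W18A against CUP1_WT had 13 of 5840 genes at an unadjusted p under 0.05, and with the block 19, both fewer than chance alone would give; why was not tested.

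Fits of only the strains compared, which estimate the spread from fewer libraries, moved 18 of the 25 counts, and each of the 18 fell. Against CUP1_WT they gave 619 for W177A, 0 for del1_70, 478 for del110_155, 0 for W5A_W18A_del28_52 and 70 for W5A_W18A_del28_52_110_155 genes. Against pho92_null they gave 427 for WT, 940 for CUP1_WT, 1 for W177A, 116 for W5A, 845 for W18A, 296 for W5A_W18A, 1 for del1_70, 1 for del28_52, 1 for del110_155, 1 for del28_52_130_155, 1 for W5A_W18A_del28_52 and 1 for W5A_W18A_del28_52_110_155 genes. Each count of 1 against pho92_null is PHO92 itself, with 120 (del110_155) to 1628 (del28_52) other genes at an unadjusted p under 0.05. CUP1_WT against WT gave 2, among them PHO92 itself. Where 0 genes were called, 914 (del1_70) and 1116 (W5A_W18A_del28_52) had an unadjusted p under 0.05. The cause was not tested.

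Scaling and filtering shifted the balance of calls in W5A_W18A_del28_52 against CUP1_WT: RLE size factors gave 366 higher and 328 lower genes in place of 475 and 199, and no low-count filter gave 374 and 277. RLE size factors also turned the balance over in CUP1_WT against pho92_null, with 1211 and 1106 in place of 1119 and 1213. They did so for W18A and W5A_W18A against pho92_null and for W5A_W18A against CUP1_WT. Leaving out the low-count filter turned it over in W5A_W18A against pho92_null. The block made the balance of higher and lower genes more even in comparisons with pho92_null: 330 and 375 for W177A in place of 83 and 199, 335 and 476 for del28_52 in place of 58 and 205, and 204 and 366 for del28_52_130_155 in place of 46 and 154. It turned the balance over in del28_52 against CUP1_WT (947 and 1002 in place of 644 and 483) and, against pho92_null, in del1_70 (742 and 715 in place of 221 and 399), W5A_W18A_del28_52_110_155 (837 and 805 in place of 252 and 433), W5A_W18A_del28_52 (343 and 163 in place of 12 and 42) and del110_155 (55 and 79 in place of 9 and 3). With only the 4 strains of that test, the departure of W5A_W18A_del28_52 from the sum of its parts gave 1071 genes, 581 above and 490 below, in place of 518 and 215. Fits of only the strains compared turned over W5A against pho92_null, with 50 and 66 in place of 453 and 398. They also turned over del110_155 against CUP1_WT, with 257 and 221 in place of 1302 and 1374. No scaling moved the median log2 value of all genes by more than 0.1 in any of the 25 comparisons. Both scalings take most genes as unchanged, so this could not show a shift of most genes.

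Retained repression moved by at least 1 SD in 9 of 11 strains when the set was chosen from pho92_null against CUP1_WT: 28.8% in W177A, 40.7% in W5A, 43.5% in W5A_W18A, 49.9% in del1_70, 39.2% in del28_52, 3.56% in del110_155, 33.3% in del28_52_130_155, 35.3% in W5A_W18A_del28_52 and 41.8% in W5A_W18A_del28_52_110_155. With RLE size factors it moved by that much in 2 strains, to 11.1% in del28_52 and 31.2% in W5A_W18A_del28_52. A prior count of 0.5 and same-numbered references moved none of the 11 by 1 SD. The cause was not tested.

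Leaving out 1 library at a time gave these ranges where any fit moved. Against CUP1_WT, over 6 fits each, the genes ran from 306 to 563 for del1_70, 607 to 1394 for del28_52, 744 to 1603 for del28_52_130_155, 645 to 1554 for W177A, 1251 to 2607 for W5A, 828 to 2330 for W5A_W18A and 339 to 901 for W5A_W18A_del28_52. Against pho92_null, over 6 fits each, they ran from 1437 to 2552 for CUP1_WT, 19 to 1209 for del1_70, 1 to 125 for del110_155, 15 to 751 for del28_52, 22 to 617 for del28_52_130_155, 1 to 843 for W177A, 1327 to 2392 for W18A, 380 to 944 for W5A, 403 to 601 for W5A_W18A, 17 to 82 for W5A_W18A_del28_52, 14 to 1373 for W5A_W18A_del28_52_110_155 and 836 to 2194 for WT. CUP1_WT against WT ran from 50 to 90, and the departure of W5A_W18A_del28_52 from the sum of its parts from 25 to 1277 over 12 fits. Retained repression ran from 6.54 to 17.8% for del28_52, -5.33 to 8.87% for del28_52_130_155, -18.4 to 2.66% for W177A, 47.7 to 77.6% for W5A, 44.4 to 66.8% for W5A_W18A and 23.4 to 34.6% for W5A_W18A_del28_52. The cause was not tested.

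The 24 values of genes chosen by the naming rule kept their direction under each of the 6 alternatives run on them and in all 144 fits that left out 1 library. All 24 kept their call under RLE size factors, no filter, the prior count of 0.5 and the block. Under limma-voom weights 3 lost it, with only the strains compared 11 did, and 37 of the 144 fits without 1 library lost it, for 14 of the 24 values. These were SRD1, YPR078C and SPR2 in both CUP1_WT and WT, MET17 in both, GAT4 and SMK1 in CUP1_WT and RPS22A in WT, each against pho92_null, and MLO1, YNR014W and Unit10378 in W177A. The Wald test on counts that had been planned was not run: the columns, which mix annotation values with counts, were not treated as plain count columns, although their feature rows are whole-number counts. Depth was tested only for the departure of W5A_W18A_del28_52 from additivity, where it limited the count little. Thinning every library to the smallest total, 15928411 counts, left 694 of 733 calls in number, with no count of shared genes made. Simulated changes of 1.5-fold, with 1 dispersion for all genes, were recovered for only 44% of 200 genes.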

Other observations

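The tests in this part were chosen after the patterns had been seen, and the list of middle-meiosis genes was written from general knowledge after the leading genes of 1 comparison were known.

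Set repression and middle-meiosis genes parted in the W5A strains. The mean log2 CPM of 21 middle-meiosis genes, none of them in the repressed set, was 5.70 ± 0.71 in W5A and 5.78 ± 0.32 in W5A_W18A, against 9.32 ± 1.12 in CUP1_WT, 9.10 ± 1.15 in W18A and 6.43 ± 1.29 in pho92_null (SD, n = 3 each). The 6 libraries of W5A and W5A_W18A differed from the 6 of CUP1_WT and W18A by -3.47 in this mean and by -35.4 percentage points in retained repression (exact permutation within replicate number, 216 arrangements, p = 0.009 for each, the smallest that can be given, also after adjustment over 3 measures). These tests took libraries as units, whereas W5A differs only between strains, so their p-values do not measure the spread between strains. The CUP1_WT libraries helped choose the repressed set and define its 100%, so the difference in retained repression is partly fixed by that choice. All 6 lay below all 6 others for the middle genes. Retained repression still lay between 54.4% and 74.7% in these 6 libraries.

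Explanations were weighed as follows. RLE size factors left retained repression of W5A at 65.9%, so the choice of TMM or RLE does not account for it. The choice of the set matters more: with genes chosen from pho92_null against CUP1_WT, W5A retained 40.7% and W177A 28.8%, so the contrast between these strains is much narrower there. Within strains, libraries with lower middle genes had a higher set level (r = -0.73). Taking out this relation moved W5A to 85.5%, W177A to -20.6% and del1_70 to 13.7%. Since the middle genes of W5A lay below those of pho92_null, a relation of this sign could only raise the value of W5A, so the adjustment does not rule out differences in progression. PHO92 mRNA was higher in the W5A strains by a log2 of 0.58 (exact permutation p = 0.009, again with libraries as units), which could contribute. Across the 9 other CUP1-driven strains, PHO92 mRNA and retained repression had Pearson's r = 0.35 (exact permutation p = 0.344) and Spearman's rho = 0.20 (exact permutation p = 0.613), both 0.613 after adjustment over the pair. Without the 2 strains farthest from the median level, W5A_W18A_del28_52_110_155 and W177A, r was 0.79 (exact permutation p = 0.036), and within replicates 1, 2 and 3 it was -0.30, 0.41 and 0.63. Strains with deletions may be counted low for PHO92, since deleted codons give no reads, and they retained less repression. These correlations may therefore be raised by the deletions themselves. The level of PHO92 mRNA and differences in progression therefore cannot be told apart from the substitution as a source of the pattern. A hypothesis that remains, for W5A and W5A_W18A only, is that W5A affects middle-meiosis genes more than it affects the repressed set.

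The pattern did not extend to W5A_W18A_del28_52, which had a middle-gene mean of 8.63 ± 0.38 (SD, n = 3) with 26.2% of the repression retained. In the strain with conflicting labels, W5A_W18A_del28_52_110_155, the mean was 8.85 ± 1.35 (SD, n = 3), and 2 of its 3 libraries lay above every W5A_W18A_del28_52 library. The del28_52, del28_52_130_155 and del110_155 strains, which carry no substitutions, had lower means of 7.91, 7.84 and 4.92. A high mean is therefore no evidence that the substitutions are absent, as the genotype reads. Overlapping libraries in 1 strain cannot settle which label is right. The strain del110_155 had 4.92 ± 1.75 (SD, n = 3), and its replicate 3 had 2.90 for the middle genes and 6.47 for 16 early-meiosis genes, against 8.67 and 8.76 early in its replicates 1 and 2. No cause was tested for that library.

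Replicate 3 had the lowest middle-gene mean in 12 of the 13 strains, in no strain the highest. In CUP1_WT the means were 10.28, 9.57 and 8.09 in replicates 1, 2 and 3, and in pho92_null 7.76, 6.33 and 5.19. No biological explanation was tested, as the labels give no date or batch.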
